# Microarray profiling reveals the integrated stress response is activated by halofuginone in mammary epithelial cells

**DOI:** 10.1186/1756-0500-4-381

**Published:** 2011-10-05

**Authors:** Yana G Kamberov, Jihoon Kim, Ralph Mazitschek, Winston P Kuo, Malcolm Whitman

## Abstract

**Background:**

The small molecule Halofuginone (HF) is a potent regulator of extracellular matrix (ECM ) gene expression and is unique in its therapeutic potential. While the basis for HF effects is unknown, inhibition of TGFβ signaling and activation of the amino acid restriction response (AAR) have been linked to HF transcriptional control of a number of ECM components and amelioration of fibrosis and alleviation of autoimmune disease by regulation of Th17 cell differentiation, respectively. The aim of this study was to generate a global expression profile of HF targets in epithelial cells to identify potential mediators of HF function in this cell type.

**Results:**

We report that HF modulation of the expression of the ECM remodeling protein Mmp13 in epithelial cells is separable from previously reported effects of HF on TGFβ signal inhibition, and use microarray expression analysis to correlate this with transcriptional responses characteristic of the Integrated Stress Response (ISR).

**Conclusions:**

Our findings suggest activation of the ISR may be a common mechanism underlying HF biological effects.

## Background

Natural product small molecules and their derivatives have had a profound impact on the development of treatments for a variety of human diseases. Understanding the molecular pathways mediating the biological effects of clinically useful small molecules facilitates the development better-tailored therapeutics. In recent years, considerable interest sparked around Halofuginone (HF) rel-7-bromo-6-chloro-3-[3-[(2R,3S)-3-hydroxy-2-piperidinyl]-2-oxopropyl]- 4(3H)-Quinazolinone, a racemic derivative of the anti-malarial plant quinazoline febrifugine {[3-[(2R,3S)-3-hydroxy-2-piperidinyl]-2-oxopropyl]-4(3H) quinazolinone} (Figure 1). Initially used as a broad-spectrum anti- protozoal, interest in the clinical potential of HF was spurred by the discovery that HF can ameliorate pathological extracellular matrix (ECM) deposition and remodeling [1,2]. These and numerous subsequent studies have established that HF is a potent anti-fibrotic, anti-angiogenic, anti-metastatic and ECM modulator *in vivo*, and an inhibitor of ECM gene expression, epithelial to mesenchymal (EMT) and fibroblast to myofibroblasts transition in vitro [3-9]. As a result, HF is in clinical trials for the treatment of scleroderma and as an anti-angiogenic for the treatment of Kaposi's sarcoma and solid tumors [10-13].

**Figure 1:**
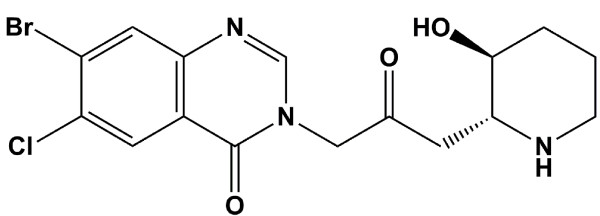
**Halofuginone (HF)**.

HF inhibition of Transforming Growth Factor-β (TGFβ) signaling has been proposed as a major mechanism for HF biological activity [8,14,15]. Treatment of cultured cells with HF has been linked to decreased levels of Phospho-Smad3, and specifically in epithelial cells, this has been proposed to result from HF-mediated transcriptional up-regulation of Smad7, a negative regulator of the pathway [14]. However, HF concentrations required to inhibit TGFβ signaling in epithelial cells are substantially higher (>100 nM) than concentrations shown to have biological consequences at the level of gene expression (1-10 nM) or HF plasma levels in animal models where HF exhibited biological activity (4 nM -10 nM) [2,4,5,14].

Recent work by Sundrud and colleagues, including our lab, (2009) demonstrates that HF modulates effector T-cell differentiation by activating the amino acid restriction response (AAR) in vivo and in vitro [16]. Importantly, AAR stress recapitulates the specificity of this modulation, indicating that AAR activation explains the effects of HF on T-cells [16]. This activity of HF occurred without any detectable change in TGFβ signaling in treated T-cells [16]. These data have been used to suggest that regulation of TGFβ signaling is not necessary for the biological effects of HF in T-cells. This raises the question if such a mechanism may also be employed in other cell types that may be targets for HF action, such as fibroblasts and epithelia. Because ECM remodeling, and epithelial-mesenchymal transition, may link changes in epithelial cell phenotype to fibrosis, we have investigated early responses to HF in this cell type [17-21].

NMuMG mammary epithelial cells have previously been shown to respond to HF at the level of Smad7 expression and Phospho-Smad3 down-regulation, albeit at the high dose of 100 nM HF [14]. In an effort to determine the early effectors mediating HF activity, we undertook an unbiased approach to examine early, sensitive responses to HF in this cell type. We show that treatment of cultured epithelial cells with HF results in upregulation of Mmp13, a reported HF target and that this response is clearly separable from Smad7 activation and inhibition of TGFβ signaling [22]. Using this assay as a backdrop, we performed genome wide microarray analysis and report the expression profile of HF treated cells. We find that HF treatment induces the transcription of many genes characteristic of an ATF4-mediated Integrated Stress Response (ISR) [16,23,24]. The HF transcriptional targets from this study provide a quantitative biological readout of the early downstream effects of HF, and suggest that HF activity in epithelial cells results in transcriptional activity characteristic of an ISR stress. Importantly, while the ISR can be triggered by several defined stressors, the upregulation of known AAR-specific markers, and absence of ER stress targets in our data, suggest that HF does not generally activate ER stress responses and is more consistent with a function for HF in the specific activation of the AAR that is shared between epithelial cells and T-cells [16,23,24]. Thus, our results point to AAR activation as a more general component of the biological response to HF.

## Results

### Modification of Halofuginone into transcriptionally active and inactive functional analogs

To develop a specific negative control for HF, we undertook to modify HF into a non-functional analog that was structurally similar to the parent compound, but did not elicit effects on the early transcriptional target Smad7. Previous reports studying the structure activity relationship (SAR) of the anti-malarial activity of HF and febrifugine analogs provided valuable insights for the design of active and inactive analogs as control compounds [25-28]. In general, modifications to the quinazolone-system were tolerated, while blocking the basic piperidine nitrogen did result in inactivation of the antimalarial activity (Ralph Mazitschek, unpublished results). In an effort to synthesize analogs that would be suitable for the development of an affinity purification matrix for the molecular targets of HF, we have identified MAZ1319 as suitable ligand (Figure 2). In MAZ1319, (6-chloro-3-(3-((2S/R, 3R/S)-3-hydroxypiperidin-2-yl)-2-oxopropyl)-7-((trimethylsilyl)ethynyl)quinazolin-4(3H)-on the Br on the quinazoline is substituted with a bulky trimethyl silyl (TMS) group. In contrast the acylation of the piperidine nitrogen as *tert*-butyl carbamante, MAZ1310 ((2S/R,3R/S)-tert-butyl 2-(3-(7-bromo-6-chloro-4-oxoquinazolin-3(4H)-yl)-2-oxopropyl)-3-hydroxypiperidine-1-carboxylate), was not tolerated (Figure 2).

**Figure 2:**
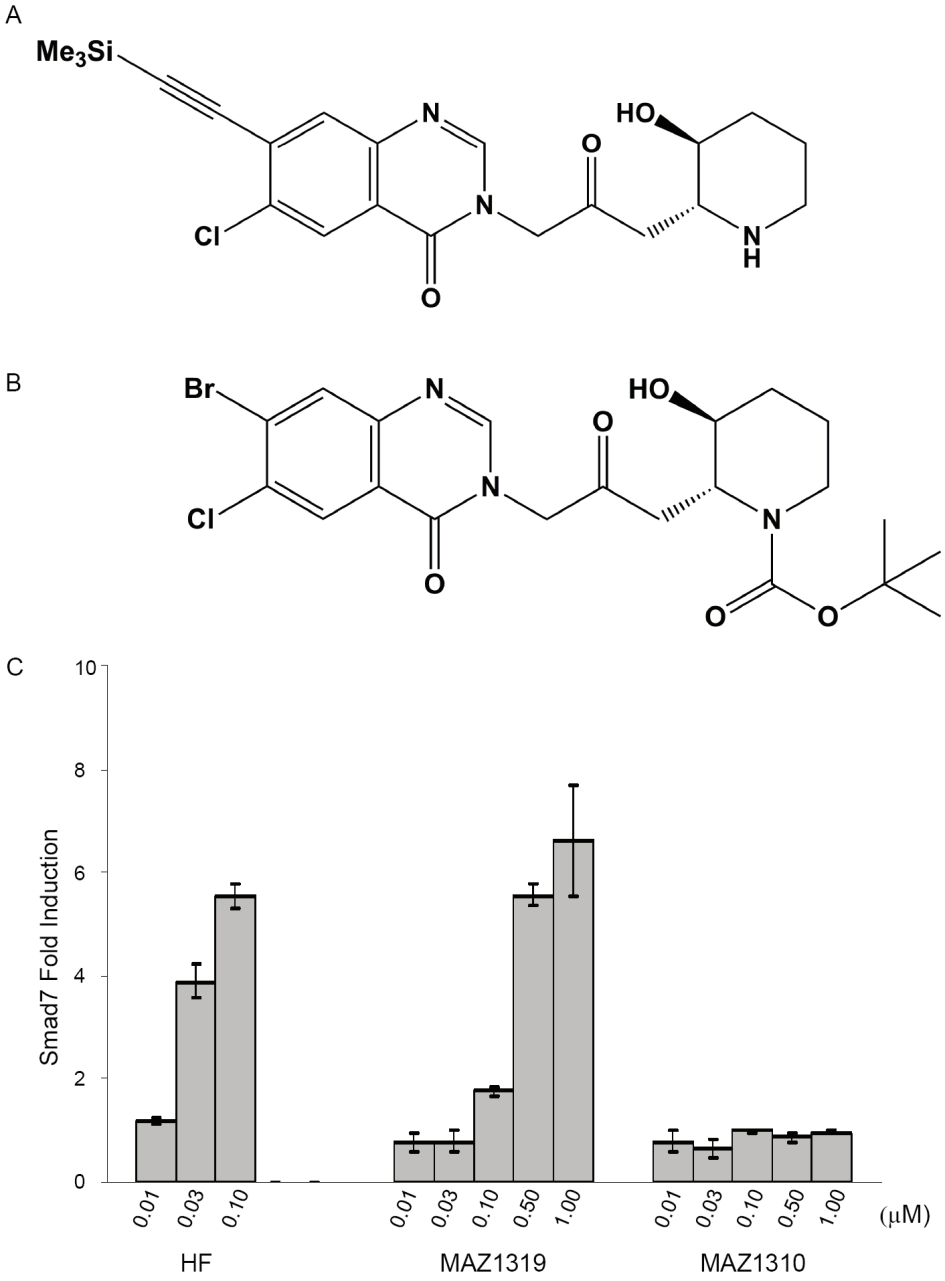
**HF can be modified into functional and non-functional analogs**. (A) Structures of MAZ1319 and (B) MAZ1310. (C) HF and MAZ1319 but not MAZ1310 induce transcription of Smad7 (C) in NMuMG cells after 8 hours of treatment. All samples were normalized to β-Actin transcript levels. The fold induction of Smad7 is calculated relative to DMSO vehicle treatment)

The relative activation of Smad7 transcription by HF, MAZ1310 and MAZ1319 was determined in NMuMG cells, in which HF was previously reported to induce Smad7 expression (Figure 2) [14]. To test analog activity, NMuMG cells were treated for 8 hours with increasing concentrations of HF, MAZ1310 or MAZ1319 ranging from 0.010 μM to 1 μM, and Smad7 expression levels were analyzed by quantitative RT-PCR. A minimum of 0.03 μM HF was required to induce Smad7 transcription in this assay, while 0.10 μM MAZ1319 induced the expression of Smad7. In contrast, MAZ1310 did not activate Smad7 transcription at any concentration tested. Thus, the addition of a bulky substituent on the quinazoline, while reducing HF potency, did permit downstream transcriptional regulation. In contrast, blocking of the secondary amine on the piperidine ring in MAZ1310 caused a complete loss of HF transcriptional activity.

### HF induces Mmp13 transcription without affecting TGFβ signaling

To assay the biological activity of the HF analogs more broadly, we determined the effects of HF derivatives on Mmp13 expression. Mmp13 was previously reported to be up-regulated by HF in hepatic stellate cells [22]. Consistent with the relative effects of the HF analogs on Smad7 expression, MAZ1319, but not MAZ1310 activated Mmp13 transcription (Figure 3). However, Mmp13 expression was induced by as little as 0.01 μM HF, a three fold lower concentration than the minimum required to induce Smad7 transcription. MAZ1319 also exhibited approximately 3 fold higher potency in activating Mmp13 transcription relative to Smad7 activation. These results are intriguing in light of the critical role that has been proposed for Smad7 in HF biological activity [14].

**Figure 3:**
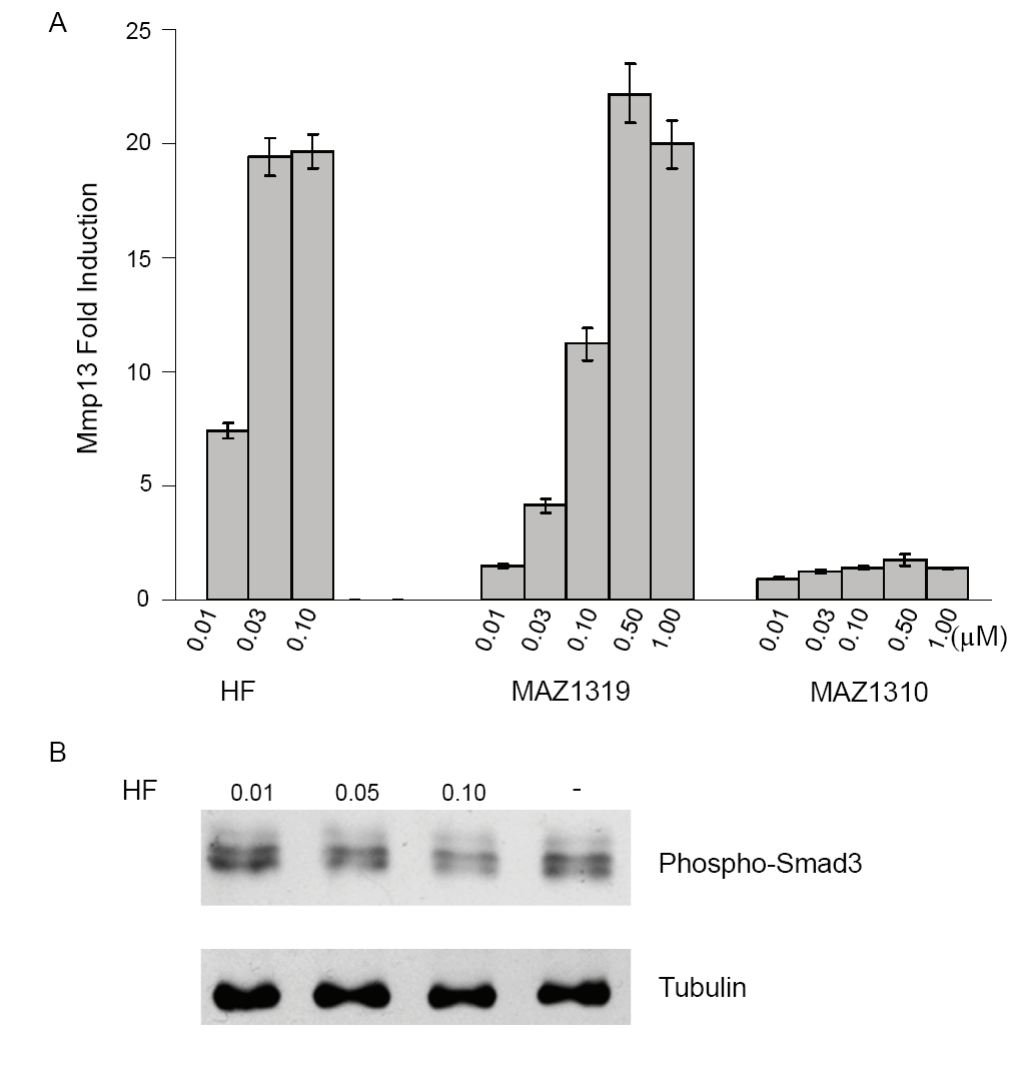
**HF induces Mmp13 expression in assay that does not inhibit TGFβ signaling or induce Smad 7**. (A) HF and MAZ1319 but not MAZ1310 induce transcription of Mmp13 (A) in NMuMG cells after 8 hours of treatment, consistent with activities determined for HF analogs for Smad7 induction. Note that 0.01 μM HF treatment induces Mmp13 expression, but not Smad7 expression in this assay. All samples were normalized to β-Actin transcript levels. The fold induction of Mmp13 is calculated relative to DMSO vehicle treatment. (B) HF does not affect endogenous Phospho-Smad3 levels in cells at minimum concentration required to induce Mmp13 expression (0.01 μM). Cells were treated with the indicated HF concentrations or with DMSO (-) and were cultured in complete media for 8 hours. Cells were harvested after 8 hours and processed for SDS-PAGE analysis. Phospho-Smad3 was detected using a polyclonal Phospho-Smad3 antibody and Tubulin levels are shown as a loading control.

Since Smad7 is an inhibitor of TGFβ signaling, we tested whether or not 0.01 μM HF treatment results in TGFβ inhibition and found no detectable decrease in activated Smad3 under these (Figure 3). Reduction of phosphorylated Smad3 levels required treatment with a substantially higher dose of HF (0.1 μM), consistent with previously published reports [14]. Since Mmp13 induction occurs at a dose of HF at which neither induction of the TGFβ inhibitor Smad7 nor a decrease in the level of TGFβ signaling in these cells can be observed, it seems unlikely that Mmp13 induction is mediated through effects on TGFβ signaling. To explore the molecular basis for the observed transcriptional activity, we generated a global expression profile for HF under conditions where Mmp13 but not Smad 7 expression is altered by HF.

### Gene expression profiling reveals HF activates expression of Integrated Stress Response effectors

A broad spectrum HF expression profile was generated by microarray transcriptional analysis. 

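NMuMG cells, a mouse mammary epithelial line, were compared after 8 hr in 10 nM HF or in the same dose of MAZ1310, the HF derivative used as the negative control. The deposited values are intensities of 1-color arrays from 3 cultures per treatment, each culture hybridized to 3 technical arrays (18 arrays in all). The authors left out probes with a negative or missing value on any array and quantile-normalized the remaining 21973 probes across the arrays. A single gene symbol was available for 21020 of these probes and none for 953, and the median over the probes of each gene gave 16675 genes. Log2 intensities of the technical arrays were averaged per culture, so that n = 3 for each treatment, and HF was compared with MAZ1310 gene by gene with limma, with Benjamini-Hochberg adjustment. Members of 29 gene lists were compared with all other genes by camera, with a preset correlation of 0.01 between genes, and adjusted over the lists. The number of cultures limits the precision, and the median standard error of a log2 fold change was 0.18. In simulated cultures with the spread of these ones and 200 changed genes, 42% of genes changed by 2-fold and 86% of genes changed by 4-fold were called. Under this adjustment the share called depends on how many genes change, so it may differ in the real comparison.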

NMuMG cells were treated with 0.01 μM HF or 0.01 μM MAZ1310 for 8 hr. Each treatment was done in triplicate. Cells were then harvested and total RNA was extracted. RNA samples were processed for microarray analysis using the Mouse One Array gene chip. All arrays were performed in triplicate. Microarray data is available via the Gene Expression Omnibus, record number GSE30667. As expected, Mmp13 expression was up-regulated, but not Smad7.

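Mmp13, a secreted collagenase, was 2.98-fold higher in HF than in MAZ1310 cultures. Its log2 intensity was 14.65 ± 0.078 (SD, n = 3 cultures) in HF and 13.08 ± 0.28 (SD, n = 3) in MAZ1310. This is a log2 fold change of 1.57 (standard error 0.17, 95% confidence interval 1.18 to 1.97, limma adjusted p = 0.00873). Smad7, an inhibitor of TGFβ signaling, had a log2 intensity of 12.06 ± 0.34 (SD, n = 3) in HF and 11.59 ± 0.12 (SD, n = 3) in MAZ1310. Only HF replicate 3 (11.69) overlapped with the MAZ1310 cultures, whose highest was replicate 2 (11.71). Technical array 2 of HF replicate 3 read 10.31, against 11.9 for the next lowest HF array, so the overlap depends on this array. For Smad7 the log2 fold change was 0.47 (standard error 0.19, limma unadjusted p = 0.0426). Its 95% confidence interval of 0.021 to 0.93, which is not adjusted for the number of genes, was wholly positive. After adjustment over all genes Smad7 did not pass the test (limma adjusted p = 0.279). The log2 fold change of Smad7 minus that of Mmp13 was -1.10 (standard error 0.31, two-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). The call of Mmp13 ended without HF replicate 2 (limma adjusted p = 0.0618) and without MAZ1310 replicate 2 (limma adjusted p = 0.0546). The log2 fold changes there were 1.55 and 1.57, close to that with all cultures. With 1 culture fewer the test is less sensitive, so an ended call alone does not show that a result rests on that culture.

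**Figure D1:**
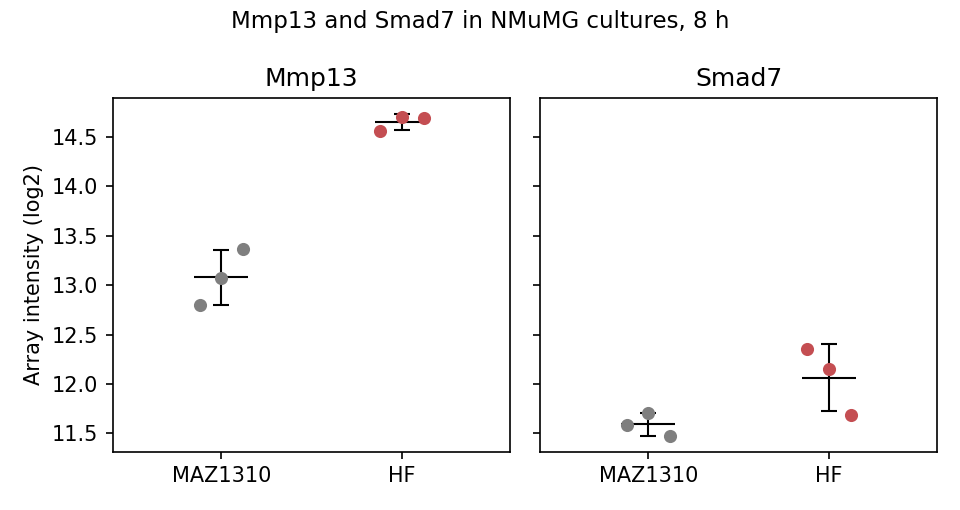
Log2 array intensity of Mmp13 and Smad7 after 8 hr in MAZ1310 or HF. Points are cultures (each the mean of 3 technical arrays), and bars are the mean and SD of 3 cultures. The HF cultures lie above all MAZ1310 cultures for Mmp13. For Smad7, HF replicate 3 lies within the range of the MAZ1310 cultures and the other HF cultures lie above it.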

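After 8 hr in HF, 242 genes were higher and 262 genes were lower than in MAZ1310 at an adjusted p under 0.05 from limma, of 16675 genes tested. A change of more than 2-fold was reached by 152 of the higher and 160 of the lower genes. Among the largest rises were Nupr1, a stress-induced transcriptional regulator, with a log2 fold change of 3.52 (standard error 0.31), Atp13a4, a cation-transporting ATPase, with 3.08 (standard error 0.18), Myd116 (Ppp1r15a), which directs dephosphorylation of eIF2α, with 2.43 (standard error 0.15), and Stbd1, a glycogen-binding protein, with 2.32 (standard error 0.14). The largest falls included the secreted matrix protein Spon2 with -2.76 (standard error 0.21), D0H4S114 (Nrep) with -2.41 (standard error 0.13), isocitrate dehydrogenase Idh1 with -2.35 (standard error 0.17), and the lipopolysaccharide co-receptor Cd14 with -1.92 (standard error 0.17). The lower of the 2 group means was near the log2 level of the adipocyte markers Adipoq (6.45) and Lep (6.42) for Atp13a4 (6.46), Stbd1 (6.66), D0H4S114 (6.44) and the respiratory chain gene Cox6a2 (6.43), so these 4 fold changes are lower bounds if that level is background. Of 23 measured genes of the oxidative stress (Nrf2) list, 4 fell, 1 rose and 18 did not pass the test (7 fell and 2 rose when adjusted over the list alone), and the list fell against other genes (camera adjusted p = 0.000534, and 0.0476 with an estimated correlation). Its lower members included glutathione S-transferase Gsta4 and glutathione reductase Gsr (-1.10), and the higher one was Osgin1 (1.73). Of 17 genes of cholesterol synthesis, 4 fell, none rose and 13 did not pass (9 fell when adjusted over the list alone), with a median log2 fold change of -0.57 (camera adjusted p = 5.96e-05). Isopentenyl diphosphate isomerase Idi1 (-1.65), Nsdhl (-1.36), squalene epoxidase Sqle (-1.03) and Tm7sf2 (-0.73) were the 4 genes. Fatty acid synthesis fell as a list of 14 genes (median -0.38, camera adjusted p = 0.0147; adjusted p = 0.114 with an estimated correlation), with no single member past the test, also when adjusted over the list alone, and the call also ended without HF replicate 1 or MAZ1310 replicate 3. The mitochondrial respiratory chain list, 56 genes, fell with a median of -0.21 (camera adjusted p = 0.000349), although only Ndufb9 fell (-1.72) and Cox6a2, an isoform known from muscle, rose (2.02), with 4 lower and 1 higher when adjusted over the list alone. The count of 504 genes was 113, 48 and 129 without HF replicates 1, 2 and 3. Without MAZ1310 replicates 1, 2 and 3 the count was 339, 64 and 79. Among the genes named here, the calls of Sqle and Tm7sf2 ended whichever culture was left out. Those of Gsr and Nsdhl held in only 1 of these fits and that of Idi1 in 2. The calls of Osgin1, Ndufb9 and Cox6a2 each held in 4.

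**Figure D2:**
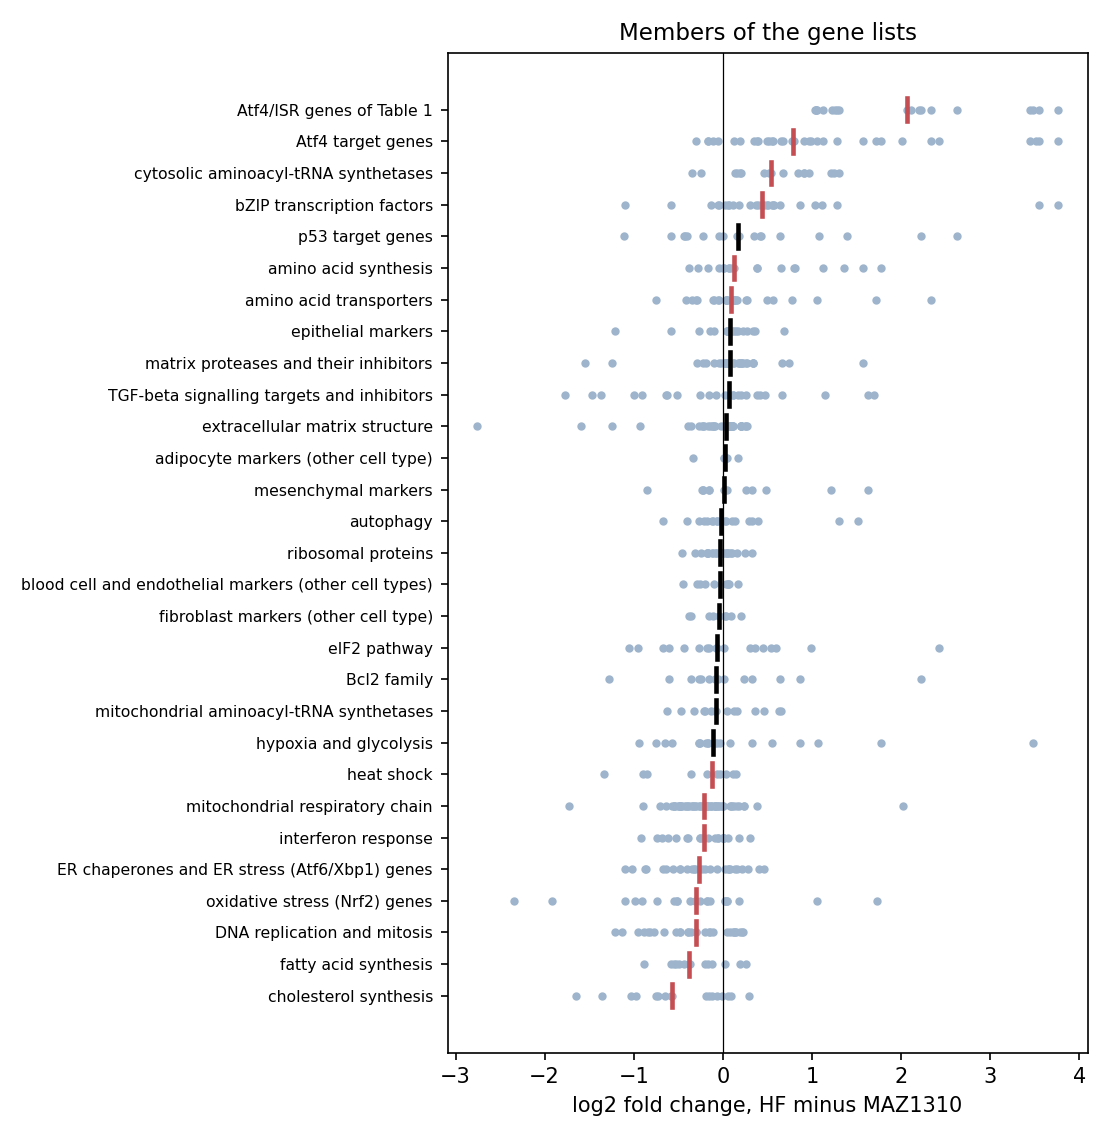
Log2 fold change (HF minus MAZ1310) of the measured members of 29 gene lists. Each point is a gene and each bar the median of a list, in red where the list passed the camera test (6 lists higher and 8 lower in HF).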

HF treatment altered the expression of multiple genes, involved in a variety of biological processes including signal transduction, transcriptional regulation, redox and cell metabolic homeostasis demonstrating that HF exerts widespread transcriptional effects (Figure 4). 

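Atf5, Ddit3, Ndrg1 and Trib3 were each more than 10-fold higher in HF than in MAZ1310. Atf5, a bZIP transcription factor, had the largest change of all called genes, with a log2 fold change of 3.77 (standard error 0.20, limma adjusted p = 0.00116). Ddit3, a pro-apoptotic bZIP factor, followed with 3.55 (standard error 0.19), from a log2 intensity of 8.53 ± 0.052 (SD, n = 3 cultures) in MAZ1310 to 12.08 ± 0.36 (SD, n = 3) in HF. Ndrg1, a stress-responsive gene, had a log2 fold change of 3.48 (standard error 0.17), and Trib3, a feedback regulator of Atf4, had 3.44 (standard error 0.28, limma adjusted p = 0.0047). The checkpoint gene Gadd45a was higher by 2.63 (standard error 0.28, limma adjusted p = 0.00857) and the neutral amino acid transporter Slc1a4 by 2.34 (standard error 0.18, limma adjusted p = 0.0041). Of 35 measured Atf4 target genes, 16 rose, 0 fell and 19 did not pass the test (24 rose when adjusted over the list alone), and the list rose against other genes (camera adjusted p = 2.06e-20, and 0.00554 with an estimated correlation). Of the 35 targets, 7 are genes of Table 1, which the study chose by absolute fold change and q-value on the same samples. The camera results include these 7 genes, so they are not wholly independent evidence. Outside the genes of Table 1, 10 of 28 Atf4 targets rose and 0 fell.

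**Figure D3:**
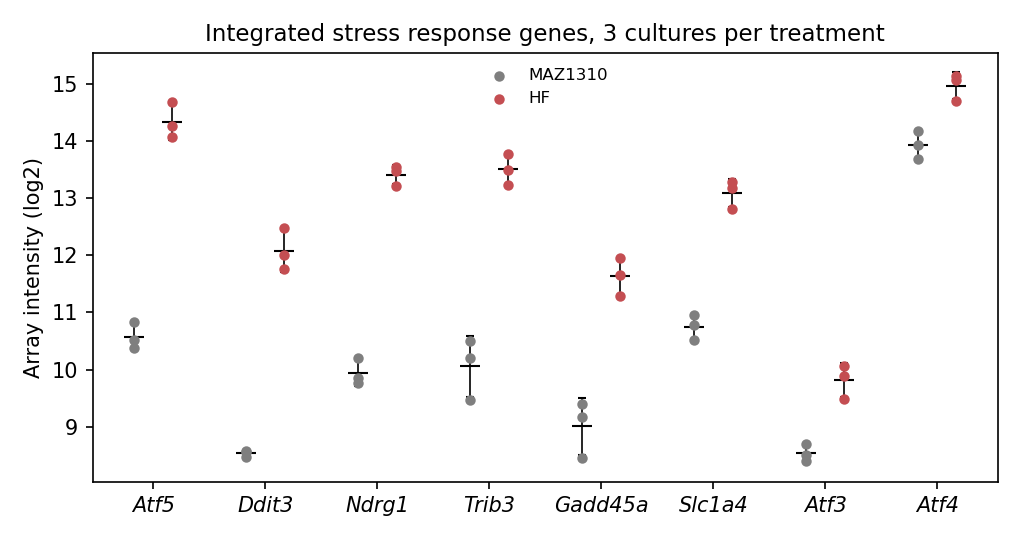
Log2 array intensity of 8 stress response genes after 8 hr in MAZ1310 or HF. Points are cultures and bars the mean and SD of 3 cultures; the HF cultures lie above the MAZ1310 cultures for all 8 genes.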

Strikingly, HF potently induced the expression of signature Atf4/Integrated Stress Response effector genes including Atf5, Ddit3, Trib3, Ndrg1, Gadd45α and Slc1a4 (Figure 5) [16,23,24]. 

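Atf3 and Atf4 rose by less than Atf5 and Ddit3. Atf3, a stress-induced bZIP factor, was 2.43-fold higher in HF, with a log2 fold change of 1.28 (standard error 0.19, limma adjusted p = 0.0217). Atf4, the factor at the center of the response, was 2.05-fold higher, with a log2 fold change of 1.04 (standard error 0.18, limma adjusted p = 0.0367), and its log2 intensity was already 13.93 ± 0.24 (SD, n = 3 cultures) in MAZ1310. The log2 fold change of Atf4 minus that of Ddit3 was -2.51 (standard error 0.205), and minus that of Atf5 it was -2.73 (standard error 0.215). For Atf3 the same differences were -2.27 (standard error 0.31) and -2.49 (standard error 0.36). Each of these 4 differences had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 cultures against 3 allow. The call of Atf4 ended with the median over technical arrays and without any 1 of HF replicates 1, 2 and 3 and MAZ1310 replicates 2 and 3, and that of Atf3 without HF replicate 1 or 3 or MAZ1310 replicate 2 or 3.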

To a lesser extent, HF also induced the expression of the transcription factors Atf3 and Atf4 itself (Figure 5). 

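The 19 Atf4/ISR genes of Table 1 lay near the top of the genes ranked by signal-to-noise ratio between HF and MAZ1310. All 19 had a positive log2 fold change, with a median of 2.07. The enrichment score was 0.962 over 16675 genes. Ranking the 18 arrays in place of the 6 cultures also gave 0.962. This is not a separate result, because the group means and the metrics of the 19 genes are the same in both. None of the other 9 splits of the cultures reached the score of the real split, with scores from 0.762 to 0.946 in size (two-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). With 100 permutations of the 18 array labels, which treat technical arrays as independent, the highest score was 0.94 and the normalized enrichment score was 1.32, with no permutation as large (the smallest permutation p that 100 permutations can give is 0.01). The list rose against other genes in camera (adjusted p = 5.83e-30, and 0.00554 with an estimated correlation). The study chose these genes among those of previous studies, by absolute fold change and q-value on the same samples. Neither the score nor the camera result is therefore independent evidence that they changed.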

When Atf4/ISR genes were tested against gene expression in HF and MAZ1310 (gene set: Atf4/ISR genes, phenotype: HF treatment), GSEA indicated a high statistical significance (Enrichment Score = 0.962, p = 0.000, Normalized Enrichment Score (NES) = 1.27 and FDR q-value = 0.000; Figure 5). 

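All 19 genes stood before the peak of the running sum, which was reached at rank 647 by Atf4. Ranks here count from 1, and from Ddit3 to Txnip the paper's Table 1 gives numbers lower by 1. With this offset taken off, the ranks of the 19 genes differed by at most 27. The paper's annotation gave 779 more genes. Ddit3 ranked 2 and had a signal-to-noise metric of 0.86, Atf5 ranked 3 with 0.756, Ndrg1 ranked 4 with 0.744 and Trib3 ranked 6 with 0.731. Carbonic anhydrase Car6 ranked 9 with 0.678, Gadd45a ranked 10 with 0.636 and the transporter Slc1a4 ranked 21 with 0.491. Lower in the list, the cystine transporter Slc7a11 ranked 157 with 0.292, Myc ranked 201 with 0.268 and asparagine synthetase Asns ranked 571 with 0.189. When single cultures were left out, the metric of Ddit3 ranged from 0.82 to 0.893 and that of Atf4 from 0.158 to 0.202. Almost all genes (99.9%) had a standard deviation below the floor of 0.2 times the mean in both groups, so the metric follows the difference of the means relative to their level. Car6 was measured by 2 probes with log2 fold changes of 0.12 and 4.28.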

All 19 Atf4/ISR genes were the core members of the *leading-edge subset *in GSEA term, meaning all genes were highly correlated with HF intervention (Table 1) and appeared before the point where the running sum reached its maximum deviation from zero (Figure 5). The up-regulation of these transcripts is characteristic of a coordinated cellular response to a set of defined stressful conditions, as mediated by the transcription factor Atf4 [16,22,23,29]. To provide an additional, independent validation of the microarray results, quantitative RT-PCR (qRT-PCR) was used to determine the relative expression of Atf5, Trib3, Ddit 3, Ndrg1, Gadd45α, and Scl1a4, Atf3, Atf4, Ero1l and Yars and consistent with the microarray results, HF, but not MAZ1310, consistently up-regulated the expression of these ISR genes (Figure 5). Activation of the Atf4/ISR in the absence of detectable TGFβ signaling inhibition in HF treated epithelial cells points to additional signaling mechanisms that may be responsible for HF effects *in vivo*.

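Genes linked to TGFβ signaling changed in both directions in HF. Of 25 measured targets and inhibitors of this pathway, 3 rose, 3 fell and 19 did not pass the test (4 rose and 6 fell when adjusted over the list alone), and the list did not differ from other genes (camera adjusted p = 0.894). Connective tissue growth factor Ctgf fell by 1.47 on the log2 scale (standard error 0.20, limma adjusted p = 0.0196), and the inhibitors of differentiation Id1 and Id2 fell by 1.36 (standard error 0.14) and 1.77 (standard error 0.24). The zinc finger factor Snai2 rose by 1.63 (standard error 0.23) from a low MAZ1310 mean of 6.99. The inhibitor Smad6 was lower without passing the test (limma adjusted p = 0.0745). The calls of Ctgf and Id2 ended without HF replicate 1 or 2 or MAZ1310 replicate 2 or 3, that of Id1 without HF replicate 2, and that of Snai2 without HF replicate 2 or 3 or MAZ1310 replicate 2 or 3. From the activation of the Atf4/ISR genes without a detectable loss of TGFβ signaling, the paper proposes other signaling mechanisms that may account for HF effects in vivo.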

**Figure 4:**
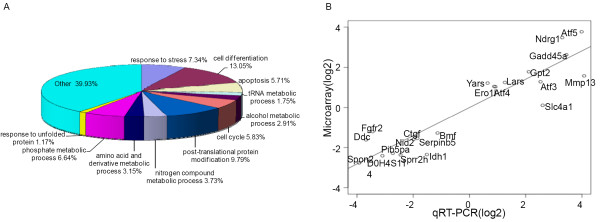
**Global expression profiling implicates multiple biological pathways downstream of HF**. (A) Relative abundance of HF transcriptional targets based on biological ontogeny. Biological processes which accounted for one percent or more and p < 0.001 are specifically shown. Note that stress response and unfolded protein response characteristic genes are among those showing enrichment. Enrichment analysis was performed using The Database for Annotation, Visualization and Integrated Discovery (**DAVID**) v6.7. (B) Validation plot showing high correlation between array results and validation by quantitative RT-PCR. Fold-change values of 21 genes from the microarray (y-axis) are plotted against the corresponding values from the qRT-PCR (x-axis). Each value is the log2-ratio of the treated vs. the untreated samples. The slope of the regression line is 0.704 and the Pearson correlation coefficient is 0.938 (p-value 1.33e-11), indicating highly significant agreement.

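On the arrays, the genes of Fig. 4B changed in both directions in HF. Gpt2, an alanine aminotransferase, rose by 1.78 on the log2 scale (standard error 0.17, limma adjusted p = 0.00686), and no left-out culture ended this call. Among the lower genes were the phosphatase Pib5pa (Inpp5j) with a log2 fold change of -2.28 (standard error 0.32), dopa decarboxylase Ddc with -1.62 (standard error 0.28), the pro-apoptotic factor Bmf with -1.28 (standard error 0.13, limma adjusted p = 0.00802) and the growth factor receptor Fgfr2 with -1.21 (standard error 0.20). The small proline-rich protein Sprr2h fell by 2.36 (standard error 0.26). Serpinb5 with -1.55 (standard error 0.35, limma adjusted p = 0.0686) and the ER oxidoreductase Ero1l with 1.05 (standard error 0.25, limma adjusted p = 0.0734) did not pass the test. Of 18 alternatives run on genes, Serpinb5 was called lower in 7 and Ero1l higher in 5. The 3 probes of Ero1l had 0.83, 1.13 and 1.50. Only the brightest, with 1.50, passed the limma test on probes (adjusted p = 0.0156). Slc4a1, the anion exchanger named in the plot, had a log2 fold change of 0.11 (standard error 0.16, limma adjusted p = 0.858). The HF means of Ddc (6.68) and Serpinb5 (6.12) were as low as those of adipocyte markers, so their fold changes are lower bounds if that level is background. The 2 probes of Fgfr2 differed, with -2.12 and -0.30, as did those of Bmf, with -2.16 and -0.40. The calls of Ddc and Fgfr2 ended without any 1 of 5 cultures, that of Pib5pa without any 1 of 4, that of Sprr2h without HF replicate 2 or MAZ1310 replicate 2, and that of Bmf without HF replicate 2.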

**Figure 5:**
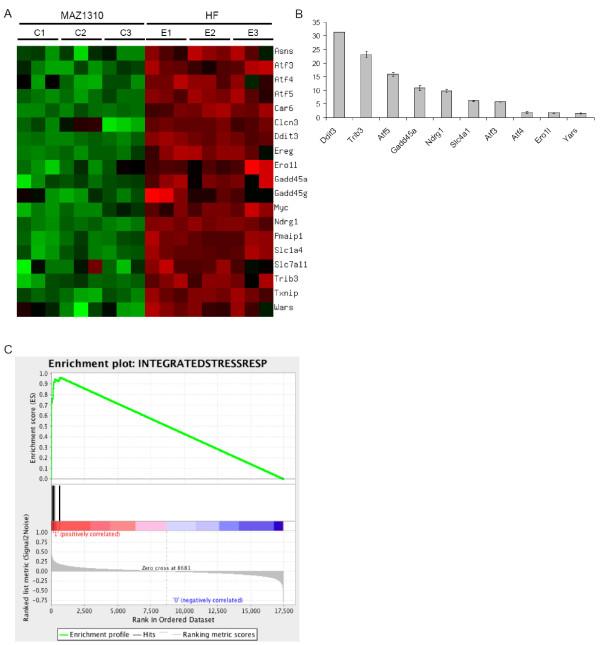
**HF upregulates the expression of Integrated Stress Response effector genes**. (A) A heat-map of signature genes related to the Integrated Stress Response (ISR) is displayed. Among reported genes in previous studies, nineteen genes were chosen if absolute fold-change was greater than 2 and q-value was less than 0.001. Measurement values were normalized to have mean zero and variance one per gene. The heat-map was generated using matrix2png. (B) Validation of HF induction of selected ISR genes by quantitative RT-PCR (qRT-PCR). qRT-PCR was preformed on an independent set of samples from an 8 hour 0.01 μM HF or MAZ1310 treatment. qRT-PCR data is expressed as the mean fold change in the level of the indicated transcript between HF and MAZ1310 treated samples, and the standard error of the means (SEM) is included. Each condition was assayed in triplicate, and the experiment was repeated three times. Aggregate results are shown. (C) GSEA plot. Enrichment Score (ES) was 0.962 and its nominal P-value < 10^-3^. **top**: Enrichment profile where running ES for the Atf4/ISR gene set as the analysis walks along the ranked list; **middle**: The Hits shows where the members of the Atf4/ISR gene set appear in the ranked list; **bottom**: Ranked list metric measures a gene's correlation with a phenotype (i.e. Halofuginone treatment).

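By the median over probes, all 19 Atf4/ISR genes were more than 2-fold higher in HF, with a smallest fold of 2.05. Slc7a11 had a log2 fold change of 1.06 by this median, above each of its 3 probes (0.91, 0.99 and 1.00). Its place above 2-fold therefore depends on the summary over probes. Single probes of Ero1l (0.83) and Myc (0.82) were also under 2-fold. The 2 probes of Car6 differed, with log2 fold changes of 0.12 and 4.28, and its brightest probe did not pass the test (limma adjusted p = 0.915). At an adjusted p under 0.05 from limma, 14 of the 19 rose, and 5 did not pass the test (19 rose when adjusted over the list alone, and 19 had an unadjusted p under 0.05). At an adjusted p under 0.001 from limma, 0 of the 19 passed, as did 0 of all 16675 genes, of which 2746 had an unadjusted p under 0.05. The growth factor epiregulin Ereg had a log2 fold change of 2.07 (standard error 0.19, adjusted p = 0.00574), the thioredoxin inhibitor Txnip 2.11 (standard error 0.18) and the pro-apoptotic factor Pmaip1 2.22 (standard error 0.20, adjusted p = 0.00545). The transcription factor Myc rose by 1.25 on the log2 scale (standard error 0.19, adjusted p = 0.0226), a call that ended without any 1 of HF replicates 1, 2 and 3 or MAZ1310 replicate 2. The chloride transporter Clcn3 with 1.22 (standard error 0.33, adjusted p = 0.11) and Gadd45g with 1.04 (standard error 0.28, adjusted p = 0.107) were 2 of the genes that did not pass. The study picked these genes among those of previous studies, by absolute fold change and q-value on the same samples. The size of their changes on the arrays is therefore not independent evidence. The paper's qRT-PCR of selected genes used a separate set of samples.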

**Table 1:** GSEA results of Atf4/ISR target genes

	PROBE	RANK IN GENE LIST	RANK METRIC SCORE	RUNNING ES	CORE ENRICHMENT
1	Ddit3	1	0.860	0.098	Yes

2	Atf5	2	0.756	0.183	Yes

3	Ndrg1	3	0.744	0.268	Yes

4	Trib3	5	0.731	0.350	Yes

5	Car6	8	0.678	0.427	Yes

6	Gadd45a	9	0.636	0.499	Yes

7	Pmaip1	13	0.562	0.563	Yes

8	Ereg	18	0.498	0.619	Yes

9	Slc1a4	20	0.491	0.675	Yes

10	Txnip	26	0.449	0.725	Yes

11	Atf3	80	0.349	0.762	Yes

12	Ero1l	124	0.317	0.795	Yes

13	Slc7a11	155	0.293	0.827	Yes

14	Wars	156	0.292	0.860	Yes

15	Clcn3	176	0.282	0.891	Yes

16	Myc	200	0.268	0.920	Yes

17	Gadd45g	262	0.248	0.944	Yes

18	Asns	593	0.189	0.947	Yes

19	Atf4	673	0.179	0.962	Yes

## Discussion

### Derivitization of Halofuginone implicates structural features required for transcriptional regulation

We have derivatized HF into functional and non-functional derivatives. MAZ1310, in which the secondary amine is blocked as carbamate, failed to induce transcriptional responses by all HF targets tested. Our data indicate that the piperidine ring is critical for HF activity, which is consistent with observations that modifications of the basic secondary nitrogen abolishes HF and febrifugine anti-malarial activity [25-28]. The basis for loss of activity in HF derivative MAZ1310 may be an inability to bind HF targets or may be due to the formation of a non-functional complex between this analog and HF binding targets. Consistent with this idea, we have found that HF, but not MAZ1310, is able to compete a recently identified HF binding protein in an in vitro affinity purification assay [30].

Conservation of functional moieties was also observed for the quinazoline ring. Addition to the quinazoline ring in MAZ1319 did not inhibit transcriptional regulation activity. However, we found that while functional, MAZ1319 was slightly less potent than its parent compound. Thus while, this compound is likely to interact with direct HF mediators, it may do so with decreased affinity, leading to reduced potency. The ability of MAZ1319 to recapitulate HF transcriptional regulation has potential implications for the development of an HF affinity reagent, which can be used for the identification of HF interacting proteins. Collectively, our work with HF derivatives suggests that the two reported functions of HF, as an anti-protozoal and as a transcriptional regulator require similarly structured binding pockets in effector proteins.

### The Atf4/Integrated Stress Response is a putative mediator of HF biological activity

HF therapeutic effects have been linked to HF-mediated inhibition of TGFβ signaling, in part through upregulation of Smad7 [7,14,15]. In contrast, the work of Sundrud and colleagues has implicated the AAR, which is one of several pathways that may specifically trigger the Atf4/ISR downstream of HF modulation of T-cell differentiation [16]. These observations do not explain prior work on HF in epithelial cells where HF has been shown to alter ECM gene expression and ameliorate fibrosis. In an effort to explore the basis for HF effects on epithelial cells, we generated a transcriptional profile of HF target genes using a physiologically relevant concentration of HF. We find that Mmp13 is up-regulated by HF in epithelial cells and that this activation is clearly separable from Smad7 activation/TGFβ inhibition. Moreover, we find that under these conditions, HF alters the expression of a broad spectrum of transcripts, and specifically up-regulates the expression of a group of genes induced by the ISR, as a consequence of Atf4 up-regulation.

The ISR is a coping mechanism that allows cells experiencing metabolic, oxidative, hypoxic, or ER stress to conserve resources while adjusting gene expression to alleviate the effects of stress conditions [23,31-33]. The core ISR program of transcriptional and translational control is activated by all of these stimuli, and includes phosphorylation and consequent inactivation of eIF2α and upregulation of Atf4 translation and transcription leading to a program of decreased protein translation and metabolic expenditure [23,31-33]. 

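Atf3, Atf4, Atf5 and Ddit3 were the bZIP factors that rose in HF together with Nfe2l1. Nfe2l1, which controls proteasome genes, had a log2 fold change of 1.11 (standard error 0.16, limma adjusted p = 0.0217), and its call ended without any 1 of HF replicates 1, 2 and 3 and MAZ1310 replicates 2 and 3. Of 28 measured bZIP transcription factors, 5 rose, 0 fell and 23 did not pass the test (5 rose and 1 fell when adjusted over the list alone). As a list, bZIP factors rose against other genes, with a median of 0.44 (camera adjusted p = 1.97e-06, and 0.0319 with an estimated correlation). Atf3, Atf4, Atf5 and Ddit3 are also genes of Table 1, which the study chose on these samples among genes of previous studies. The eIF2 pathway, which controls translation upstream of Atf4, did not differ from other genes as a list of 18 genes (camera adjusted p = 0.732), with 2 genes higher, 0 lower and 16 that did not pass. By fry, which tests a list against no change and not against other genes, its adjusted p was 0.0204, with 8 positive and 10 negative log2 fold changes and a median of -0.067. The phosphatase subunit Myd116 rose in all 18 alternatives run on genes, and the translation inhibitor Eif4ebp1 rose with a log2 fold change of 0.99 (standard error 0.13). The call of Eif4ebp1 ended without any 1 of HF replicates 1, 2 and 3 and MAZ1310 replicates 2 and 3. When adjusted over the list alone, 3 members were higher and 3 lower. Myd116 and Eif4ebp1 are also in the Atf4 target list. Transcript levels do not measure the phosphorylation of eIF2α, so the list does not show whether that step changed.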

HF treatment of NMuMG epithelial cells let to the induction of Atf4 itself, as well as that of the bZIP transcription factors Atf3, Atf5 and Ddit 3. These proteins dimerize with each other and with other C/EBP family transcriptions factors and regulate the expression of other ISR effectors [29]. While Atf3 and Atf5 have contextually regulated roles as pro-survival and pro-apoptotic mediators of the ISR, Ddit3 appears to be exclusively pro-apoptotic [32,34-36]. Trib3, which was also induced by HF, is a negative feedback regulator of the Atf4-ISR, and is a transcriptional target of Ddit3 [36,37]. Gadd45α is induced by Atf4, and is a cell cycle checkpoint regulator required for proper S-phase control and for maintenance of genome stability under stressful conditions [38-40]. Consistent with a response to remediate stress, HF treatment resulted in the increased expression of multiple genes involved in amino acid import and synthesis. Specifically, elevated transcription of the amino acid transporters Slc1a4 and Slc7a11, tRNA synthetases, and asparagine synthetase (Asns) was apparent [23,24]. It is interesting to note that Asns, Atf3, Trib3 and Slc7a11 all contain amino acid response elements. 

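As lists, cytosolic aminoacyl-tRNA synthetases and genes of amino acid synthesis rose against other genes in HF, with 5 members of each past the test. Of 17 measured cytosolic aminoacyl-tRNA synthetases, 5 rose, 0 fell and 12 did not pass the test (10 rose when adjusted over the list alone), with a median log2 fold change of 0.54 (camera adjusted p = 3.77e-07, and 0.0319 with an estimated correlation). The leucyl synthetase Lars had 1.25 (standard error 0.21), the tyrosyl synthetase Yars 1.22 (standard error 0.17) and the alanyl synthetase Aars 0.97 (standard error 0.14), and the seryl synthetase Sars 0.68 (standard error 0.12). The tryptophanyl synthetase Wars had 1.30 (standard error 0.29, limma adjusted p = 0.0642) and did not pass. Of 15 mitochondrial synthetases, 0 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 0.732). Of 19 genes of amino acid synthesis, 5 rose, 0 fell and 14 did not pass (7 rose when adjusted over the list alone; median 0.12, camera adjusted p = 0.000249, and 0.0476 with an estimated correlation). Asparagine synthetase Asns rose by 1.12 (standard error 0.15, limma adjusted p = 0.0194), Psph of serine synthesis by 1.36 (standard error 0.15) and Aldh18a1 of proline synthesis by 1.57 (standard error 0.22). Of 26 amino acid transporters, 2 rose, 0 fell and 24 did not pass (4 rose and 1 fell when adjusted over the list alone), and the list rose with camera adjusted p = 0.0344 (adjusted p = 0.134 with an estimated correlation). The median of the cytosolic synthetases lay above the middle 95% of random lists matched on mean intensity (-0.257 to 0.211). Those of amino acid synthesis (range -0.224 to 0.165) and of the transporters (median 0.087, range -0.13 to 0.101) lay within it. The glycine transporter Slc6a9 rose by 1.72 (standard error 0.18) along with Slc1a4, whereas the cystine transporter Slc7a11 had 1.06 (standard error 0.26, limma adjusted p = 0.0829). The call of the transporter list ended without HF replicate 1 or 2 or MAZ1310 replicate 2 or 3 (camera adjusted p = 0.101, 0.0604, 0.0604 and 0.0776). Without MAZ1310 replicate 2 the calls of Asns, Psph, Aldh18a1, Slc6a9, Lars, Yars, Aars and Sars ended, and some of them also without other cultures.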

Previously published expression profiles of cells undergoing nutrient deprivation, also show the same subset of genes being up-regulated, suggesting that HF treatment may mimic this stimulus [16,24,31]. In contrast, a characteristic response to ER stress is the increased transcription of ER chaperones such as GRP78/BiP, which was not detected in our expression analysis [16,33,41]. This is at least in part because the ER stress pathway activates XBP1 and ATF6 as well as the eIF2α/ATF4 cascade [16,33]. In contrast, the AAR, which is activated by unloaded tRNAs is characterized by the upregulation of amino acid transporters and genes containing amino acid response elements as seen in our array [16,24].

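Transcripts of ER chaperones were not higher in HF. Hspa5 (GRP78/BiP), the main chaperone of the ER lumen, had a log2 fold change of -0.21 (standard error 0.15, limma adjusted p = 0.648) with a 95% confidence interval of -0.57 to 0.16. Its log2 intensity was 14.93 ± 0.12 (SD, n = 3 cultures) in HF and 15.14 ± 0.21 (SD, n = 3) in MAZ1310. Of 29 measured ER chaperones and ER stress genes, 0 rose, 2 fell and 27 did not pass the test (4 fell when adjusted over the list alone). As a list they fell against other genes, with a median of -0.26 (camera adjusted p = 0.00897; adjusted p = 0.271 with an estimated correlation), and the call also ended without MAZ1310 replicate 3 (camera adjusted p = 0.0563). Creld2, an ER stress-inducible protein, fell by 1.02 on the log2 scale (standard error 0.16) and the disulfide isomerase Pdia4 by 0.87 (standard error 0.15), and both calls ended without any 1 of 5 or more cultures. The ER stress factors Xbp1, with -1.10 (standard error 0.22, limma adjusted p = 0.0511), and Atf6, with 0.47 (standard error 0.23, limma adjusted p = 0.384), did not pass. Neither did the chaperone Hsp90b1, with -0.49 (standard error 0.12, limma adjusted p = 0.0804). Of 18 alternatives run on genes, Xbp1 was called lower in 9 (limma adjusted p from 0.00362 to 0.158 over all 18). Hsp90b1 was called lower in 2 and Atf6 higher in 1.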

Work by Sundrud and colleagues showed that the effects of HF on T-cells could be completely reproduced by amino acid depletion and amino acid supplementation completely reversed the effects of HF in T-cells [16]. In light of these data and the similarity in upregulated genes previously reported to be induced by nutrient deprivation, it seems plausible that the AAR is at least in part responsible for HF effects in epithelial cells, but not necessarily restricted to this. In agreement with this idea, recent work in our laboratory has revealed that treatment with HF induces the phosphorylation of eIF2α in NMuMG cells consistent with observations on HF activation of the AAR in T cells [Malcolm Whitman unpublished data, 16]. Together, these data suggest that activation of the Atf4-ISR may be a common feature of HF treated cells in vivo and in vitro. Moreover, as in T-cells, this HF activity is clearly distinct from HF-mediated suppression of TGFβ signaling.

Since HF has been implicated in the suppression of tumor growth, metastasis, and inhibition of EMT, it is interesting to speculate on the potential role of ISR activation in mediating these effects. However, to date, these HF biological activities have largely been attributed to HF-mediated inhibition of TGFβ signaling [7,14,15]. The ability of HF to activate the ISR in multiple cell types without affecting TGFβ signaling levels presents the possibility that the Atf4/ISR should be examined as a separable mediator of HF biological effects. Our data correlate HF activation of the Atf4/ISR with changes in the transcription of multiple genes, including ECM regulators such as Mmp13 which was previously linked to HF anti-fibrotic effects on fibrotic potential in a liver cirrhosis model [22]. 

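Of 33 measured genes in a list of matrix proteases and inhibitors, Mmp13 rose in HF and tissue plasminogen activator Plat fell, by limma adjusted over all genes. Plat had a log2 fold change of -1.24 (standard error 0.19, limma adjusted p = 0.0263), and 31 genes of the list did not pass the test (2 rose and 2 fell when adjusted over the list alone). The list did not differ from other genes (camera adjusted p = 0.129). The urokinase receptor Plaur had a log2 fold change of 0.74 (standard error 0.19, limma adjusted p = 0.0891). Of 37 structural genes of the extracellular matrix, 0 rose, 3 fell and 34 did not pass (4 fell when adjusted over the list alone), and this list did not differ either (camera adjusted p = 0.308, with a median of 0.03 and a mean of -0.17). Besides Spon2, the matricellular protein Sparc fell by 1.25 on the log2 scale (standard error 0.16, limma adjusted p = 0.0188) and the basement membrane protein Nid2 fell as well (limma adjusted p = 0.0317). Thrombospondin Thbs1 had -0.93 (standard error 0.21, limma adjusted p = 0.069). The calls of Plat, Sparc and Nid2 ended without any 1 of HF replicates 1, 2 and 3 and MAZ1310 replicates 2 and 3.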

Whether this is a correlative or causal effect is the basis of current experiments in our laboratory. It has already been reported that HF activation of the Atf4/ISR via AAR stimulation is sufficient to explain HF biological effects in T-cells, and in turn HF-dependent amelioration of autoimmune disease [16]. At present, the mechanism by which Atf4/ISR activation and or the AAR specifically could modulate fibrotic disease is not known. It is interesting, however, that the Atf4/ISR was recently implicated as a common mechanism employed by a number of promising chemotherapeutic drugs. For example, induction of the ISR is critical for the ability of the proteosome inhibitor class of anti-tumor compounds to inhibit cell proliferation and sensitize cells to apoptosis [32,42]. Importantly, HF effects on autoimmune disease models are cytoprotective, suggesting that enhancement of apoptosis or decrease proliferation are not likely to be the molecular mechanism employed by HF in this case [16]. Current work in our laboratory is focused on examining the extent to which activation of the Atf4/ISR and the AAR specifically can mimic HF biological effects, and exploring the molecular basis for Atf4/ISR mediation of HF activity in these contexts.

## Conclusions

Our global expression profile of early, low dose HF responses indicates that activation of the ISR is a potent response to HF treatment and may be functionally relevant to HF biological effects in a multiple cell types.

## Methods

### Synthesis of HF analogs

1 kg of 10% pure HF was received as a gift from Hangpoon Chemical Co. (Seoul, South Korea), which was further purified via HPLC to >99% purity and used for experiments.

MAZ1310 (2S/R,3R/S)-tert-butyl2-(3-(7-bromo-6-chloro-4-oxoquinazolin-3(4H)-yl)-2-oxopropyl)-3-hydroxypiperidine-1-carboxylate. 982 mg di-tert-butyldicarbonate in 10 mL DMF were added to a solution of 1.5 g Halofuginone hydrobromide and 1.3 mL diisopropylethylamine in 100 mL. The reaction mixture was stirred for 16 h at room temperature. After addition of water the aqueous layer was extracted three times with diethyl ether. The combined organic layers were dried over sodium sulfate and evaporated to dryness. The crude product was purified on silica gel with dichloromethane/methanol to yield the desired Boc protected product as white solid in quantitative yield.

MAZ1319 (6-chloro-3-(3-((2S/R,3R/S)-3-hydroxypiperidin-2-yl)-2-oxopropyl)-7-((trimethylsilyl)ethynyl)quinazolin-4(3H)-one). 10 mg of (2S/R,3R/S)-tert-butyl 2-(3-(6-chloro-4-oxo-7-((trimethylsilyl)ethynyl)quinazolin-3(4H)-yl)-2-oxopropyl)-3-hydroxypiperidine-1-carboxylate are dissolved in 500 uL dichloromethane, followed by the addition of 50 uL TFA. The reaction mixture is stirred at room temperature for 5 h and the solvent is removed under reduced pressure. The product is used without further purification as trifluoroacetate.

### NMuMG cell culture and treatment with HF

NMuMG cells were a gift from Dr. Sheila Thomas (Harvard Medical School/Beth Israel Deaconess Medical Center) and were cultured in DMEM supplemented with 10% FBS, 10 ug/ml Insulin (Sigma Aldrich) and Pen/Strep. For treatment of NMuMG cells, cells were freshly plated into complete growth media and 45 minutes later HF or HF analogs diluted in acidified DMSO was added at the indicated concentrations.

### Immunohistochemistry

NMuMG cells were treated with the indicated HF concentrations or with DMSO (-) and were cultured in complete media for 8 hrs prior to harvest. To assess Phospho-Smad3 levels, cells were lysed in modified RIPA (50 mM Tris, 150 mM NaCl, 25 mM β-glycerophosphate, 100 mM sodium fluoride, 2 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 20 nM Calyculin, cOmplete EDTA-free protease inhibitors mix (Roche Applied Science), 3 mM PMSF, 1 mM EDTA, 1% NP-40, 0.5% sodium deoxycholate, and 1 mM DTT). Phospho-Smad3 was detected with Phospho-Smad3 (Ser423/425)/Smad1 (Ser463/465) antibody (Cell Signaling).processed by SDS-PAGE analysis. 2 ng/ml TGFβ stimulation of NMuMGs for 30 minutes in this assay was used as a positive control to determine size of Phospho-Smad3 on the Western blot. Monoclonal anti-α-Tubulin Clone DM1A (Sigma Aldrich).

### Quantitative RT-PCR

NMuMG cells were harvested 8 hr post treatment with varying concentrations of HF, vehicle or derivatives MAZ1319 and MAZ1310 and washed with ice-cold PBS. Samples for each PCR experiment were in biological triplicate. Total RNA was extracted using TRIzol Reagent (Invitrogen) according to the manufacturer's protocol. The extracted RNA was then treated with RQ1-DNAse I (Promega) for 30 min and subsequently extracted with Phenol-Chloroform-Isoamyl Alcohol (Ambion), followed by a Chloroform (Sigma) extraction and precipitated with Ammonium Acetate/Ethanol. Total RNA was quantitated and checked for purity on the NanoDrop1000 spectrophotometer (Thermo Scientific). 0.5 μg total RNA was used as template per cDNA reaction. cDNA reactions were carried out according to standard protocols using oligo-dT (Roche Applied Science) primer, MMLV-RT (Promega) reverse transcriptase and RNAse Out (Invitrogen). A no RT control was included for each experiment. Quantitative RT-PCR (qRT-PCR) was performed on the LightCycler480 (Roche) using Universal Probe Library (Roche) probe-based PCR method. RT-PCR primers for each target were designed using to Roche Universal Probe Library Assay Design Center (https://www.roche-applied-science.com/sis/rtpcr/upl/acenter.jsp?id=030000) with sequences and appropriate UPL probes. RT-PCR reactions were performed according the manufacturers protocol using the Universal Probe Library LightCycler480 Probes Master (Roche) reaction mix. qRT-PCR conditions were as follows: 1 Cycle: 95°C 10 min; 45 Cycles: 95°C 10 sec, 60°C 30 sec, 72°C 1 sec; 1 Cycle: 40°C 30 min. Ct values were calculated using the Roche Light Cycler 480 Software Release 1.2.0.0625 Analysis Program. Each PCR was done in triplicate. All samples were normalized to Beta Actin and the relative concentration of each sample was calculated using the ddCt method relative to DMSO or MAZ1310 treated samples as indicated. Each experiment was repeated at least in duplicate. The fold change in expression of each target gene was calculated using the mean relative concentrations from each experiment as compared to DMSO vehicle or MAZ1310 treatments alone, as indicated. p values were calculated using the Student's T-test.

### Microarray analysis

NMuMG cells treated with 10 nM HF or 10 nM MAZ1310 for 8 hrs in complete media. Each treatment was done in biological triplicate. Cells were then harvested and total RNA was extracted as described previously. Purified RNA samples were submitted to Phalanx Biotech for microarray analysis. A detailed description of Phalanx Biotech company microarray procedures can be found at http://www.phalanxbiotech.com/. We used Phalanx Mouse Whole Genome OneArray to measure mRNA abundance of HF-treated and MAZ1310 control samples. Each array was performed in triplicate. A probe was excluded from the data analysis if it had negative/missing measurement value in any of eighteen samples. The resulting 21,973 probes were used to perform quantile-normalization to have the same distribution of measurement values across the eighteen samples [43]. Then 21,973 probes were mapped into the official gene symbols and were aggregated into 17,454 genes by taking median value of the multiple measurements for each gene. A moderated t-test was used to detect differentially expressed genes between HF treated and MAZ1310 control samples [44]. Q-value was used as a measure of significance to take into account simultaneous tests of thousands of genes [45,46]. We conducted Gene Set Enrichment Analysis (GSEA), a computational method that determines whether *a priori *defined set of genes show significantly significant, concordant differences between two phenotype classes [47]. In our case, 19 genes Atf4/ISR genes constitute as a predefined set and HF status is a phenotype with two classes, HF and MAZ1310.

## Abbreviations

HF: Halofuginone; ISR: Integrated Stress Response; AAR: Amino acid restriction response; ECM: extracellular matrix; EMT: epithelial to mesenchymal transition; TGFβ: Transforming Growth Factor-β.

## Competing interests

The author declares that they have no competing interests.

## Authors' contributions

YGK and MW conceived the study. YGK designed and carried out all experimental studies, except as described below and wrote the paper manuscript. JK carried out normalization, statistical analysis of microarray data and GSEA analysis. RM purified HF, designed, synthesized and purified all chemical derivatives described. WPK facilitated and coordinated interaction with Phalanx BioTech Group, provided access to the Roche UPL library for real-time PCR validation of microarray data and provided guidance and expertise for microarray data analysis. MW helped conceive of the study and participated in its design. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

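NMuMG cells treated with 10 nM HF or 10 nM MAZ1310 for 8 hr were measured in 3 cultures per treatment and 3 technical arrays per culture, 18 arrays in all. The deposited values are intensities on a linear scale from 1-color arrays. The authors left out probes with a negative or missing value on any array and quantile-normalized the remaining 21973 probes; the scanner and background correction are not described in the paper's text. The values run from 36.4 to 65535, the highest value being reached by 0 to 48 probes per array, and the lowest 99% of ranks differed by at most 0.0707 on the log2 scale between arrays.

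Probes were named from the platform's annotation: 21020 carried 1 gene symbol, 0 carried several and 953 carried none. Of the symbols, 13905 are current in the names table of the mouse assembly GRCm38 and 2728 are synonyms of 1 gene there; symbols are given as the annotation has them. No genome positions were used. The median of the log2 intensities over probes gave 16675 genes, of which 3539 had more than 1 probe, and the log2 values of the technical arrays were averaged per culture. Technical arrays of one culture had a consensus correlation of 0.289 after the treatment effect was removed. The median SD was 0.26 between technical arrays and 0.226 between cultures of one treatment. Precision is limited by the number of cultures. The deposited table gives no detection call per probe, so no probe was left out as background.

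Each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, treatment as the only term), with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of Figure 5 were applied as an adjusted p under 0.001 and a fold change over 2. Benjamini-Hochberg was fixed as the main adjustment and Storey q-values, to which the methods refer, as an alternative. Gene lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated from the data, which keeps 9 of the 14 calls among 29 lists. The running sum of GSEA used weight 1 and the signal-to-noise ratio of log2 values, with each SD at least 0.2 times the mean, and was tested over all 10 splits of the cultures and over 100 permutations of the array labels. Gene list medians were set beside 10000 random lists matched on mean intensity.

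The tests, the gene lists, the rule for the genes named and all but 3 of the alternatives were fixed before the data were examined; the closing section names the 3 chosen afterwards. The rule took every gene the paper names on the arrays or in qRT-PCR (values of Table 1 and Fig. 4B had been seen), the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold with separated cultures, and the 4 members of each list with the smallest p, plus the member with the largest change that did not pass. The lists were the Atf4/ISR genes of Table 1, Atf4 targets, cytosolic and mitochondrial aminoacyl-tRNA synthetases, amino acid transporters, amino acid synthesis, ER chaperones and ER stress genes, TGFβ targets and inhibitors, matrix proteases, extracellular matrix structure, DNA replication and mitosis, p53 targets, the Bcl2 family, oxidative stress (Nrf2), cholesterol synthesis, fatty acid synthesis, autophagy, hypoxia and glycolysis, heat shock, bZIP factors, the eIF2 pathway, epithelial and mesenchymal markers, interferon response, markers of fibroblasts, of blood and endothelial cells and of adipocytes, ribosomal proteins, and the mitochondrial respiratory chain.

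The scripts were tested on simulated cultures of the 16675 genes, comparing 3 HF with 3 MAZ1310 cultures, with 200 genes changed. Of 50 genes at each size, 4% were called at 1.5-fold, 42% at 2-fold, 86% at 4-fold and 96% at 8-fold, and 4 unchanged genes were called. Alternatives covered the scaling of arrays, the filter on dim probes, the summary over probes and technical arrays, the treatment of technical arrays, the replicate number as a block, the options of eBayes, the adjustment, the list test and each culture left out. Actb, used by the study for qRT-PCR, has no probe in the table. The qRT-PCR and phospho-Smad3 experiments have no deposited files and were not analysed.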

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

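Of 96 groups of 9 arrays tested (48 genes in HF and in MAZ1310), 8 had an array far from the others, against 4.8 that chance would give if the 9 arrays were independent, which technical arrays of 1 culture are not. Technical array 1 of MAZ1310 replicate 1 was the lowest for 6 of them: Xbp1 (gap over range 0.677), Cyb5 (0.669), Spon2 (0.642), Pib5pa (0.564), Gadd45a (0.538) and Hspa5 (0.499). Technical array 2 of HF replicate 3 was the lowest for Smad7 (0.64) and the highest for Gna12 (0.758). Without both arrays, an alternative chosen after the arrays were seen, the log2 fold change of Smad7 was 0.54 (limma adjusted p = 0.174) and 699 genes were called.

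Apart from the lists of Atf4/ISR, TGFβ and ER genes, several gene lists fell in HF by camera, some of them in redox and cell metabolism, which the paper names among the altered processes: cholesterol synthesis (adjusted p = 5.96e-05), DNA replication and mitosis (0.000349), the mitochondrial respiratory chain (0.000349), oxidative stress (Nrf2) genes (0.000534), interferon response (0.0119), fatty acid synthesis (0.0147) and heat shock (0.0344). With an estimated correlation the calls of interferon response (adjusted p = 0.101), fatty acid synthesis (0.114) and heat shock (0.301) were lost. An intensity trend between arrays that the normalization left is argued against for most of these lists: with the ER chaperones, 8 lists fell, and the median of 7 of them lay below the lowest 2.5% of random lists matched on intensity, heat shock being the exception. After cyclic loess between arrays all 8 stayed past the threshold. An effect of HF on these pathways may underlie the pattern, which was found and tested on the same data, and it remains a hypothesis; a change in culture growth that goes with HF was not tested.

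Probes without a gene name also changed: 14 of 953 passed the limma test, 6 higher and 8 lower in HF, with log2 fold changes from -1.92 to 1.99.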

How the results depend on the processing

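The arrays-of-the-same-number block, the 18 arrays with Storey q-values and the removal of 2 arrays that stand apart were chosen after seeing the data. No named result in a called direction reversed under any alternative. Genes called (504, 242 higher and 262 lower) became 322 (133 higher) with the median over technical arrays, 2474 (1293 and 1181) with 18 arrays as if independent, 1128 (615 and 513) with culture as a random block, 312 (152 and 160) with a fold over 2, 3003 (1545 and 1458) with 18 arrays and Storey q-values, and 3299 (1653 and 1646) with arrays of the same number as a block. Leaving out 1 culture gave 48 to 339 genes, 33 to 135 higher and 15 to 204 lower. Genes at the thresholds of Figure 5 (0, with 2746 at an unadjusted p under 0.05 from limma) became 10 without the lowest 25% of probes, 6 with the median over technical arrays, 332 with 18 arrays, 167 with culture as a random block, 12 with trend and robust eBayes, 4 with Storey q-values, 1 on probes, 351 with 18 arrays and Storey q-values, 363 with arrays of the same number as a block and 10 without the 2 arrays. Treating technical arrays as independent counts the same culture more than once; the cause of the other shifts was not tested. The enrichment score (0.962) ranged from 0.94 to 0.974 over left-out cultures. Gene lists past the threshold (14) became 9 with an estimated correlation. The amino acid transporter list had adjusted p = 0.051 without dim probes, 0.0679 with the median over technical arrays and 0.134 with an estimated correlation, and 0.0106 to 0.101 over left-out cultures. The ER chaperone list had 0.271 with an estimated correlation and 0.000237 to 0.0563 over left-out cultures. Mmp13 kept its direction with 1.44 to 1.72 over left-out cultures, and Smad7 passed the test in none of the 18 alternatives run on genes (0.33 to 0.66). The alternatives without normalization and without the filter on negative values were not run, since the deposited table is already normalized and filtered.

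The replicate numbers are not shown to pair the cultures: the deviations of same-numbered cultures correlated by 0.672, 0.0792 and 0.69. Each HF culture correlated best with the MAZ1310 culture of its own number, but MAZ1310 replicate 2 correlated best with HF replicate 3 (0.265), a hint from the data and not the design. With the replicate number as a block, 1792 genes were called (891 higher and 901 lower, 504 of them shared with the fit without it), 2 genes reached the thresholds of Figure 5, and the transporter list had adjusted p = 0.111.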

Differences from the paper's values

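For the Atf4/ISR genes of Table 1, the paper's count at a fold change over 2 and a q-value under 0.001 is 19, and the count here is 0 with limma on 3 cultures per treatment (19 of the 19 have a fold over 2, and 14 an adjusted p under 0.05). The paper does not say in its text how technical arrays entered the test. Of the alternatives set before the data were examined, 18 arrays as if independent came within 1.5 times of the paper's count, with 16 (Slc7a11, Wars and Gadd45g did not pass). The others did not: 11 with culture as a random block, 5 with trend and robust eBayes, 4 without dim probes, 3 with the median over technical arrays, 3 with Storey q-values, 1 with the replicate number as a block, and 0 with each array scaled to its 75th percentile, with cyclic loess, with the brightest probe, with the mean over probes and without any 1 culture. An alternative with 18 arrays as if independent and Storey q-values was chosen after the difference was seen, and reached 18, leaving out 1 of the paper's genes (Slc7a11); arrays of the same number as a block with culture as a random block, also chosen after seeing the data, reached 18 as well.

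The paper's text names Slc7a11 and tRNA synthetases among genes with elevated transcription. Slc7a11 did not pass the test here, and passed with 18 arrays (adjusted p = 0.00427) and with the replicate number as a block (adjusted p = 0.0255), whereas 5 of 17 cytosolic synthetases rose. Ero1l, Wars, Clcn3 and Gadd45g, which the paper's Figure 5 counts among the higher genes, were called with the replicate number as a block (adjusted p = 0.01, 0.00932, 0.0329 and 0.0179).

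In Fig. 4B, read by eye at the 12 points that stand clear of labels, no array value differed from the one here by more than the SD between cultures. The reading was made when the values here were known. The point labeled Slc4a1 lies at about 0.1 on the array axis in Fig. 4B, which is close to the value of Slc4a1 here, while the paper's text lists Slc1a4 for qRT-PCR.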

Other observations

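The lists of DNA replication and mitosis and of interferon response fell against other genes in HF, although most of their members did not pass the test. Of 29 genes of DNA replication and mitosis, 2 fell, 0 rose and 27 did not pass the limma test (8 fell when adjusted over the list alone), with a median log2 fold change of -0.30 (camera adjusted p = 0.000349, and 0.0476 with an estimated correlation). Cyclin E1 (Ccne1) fell by 1.21 (standard error 0.22) and cyclin B2 (Ccnb2) by 0.96 (standard error 0.18), and both calls ended without any 1 of 5 or more cultures. The interferon response list of 23 genes fell with a median of -0.21 (camera adjusted p = 0.0119; adjusted p = 0.101 with an estimated correlation), with 0 members past the test and 3 lower when adjusted over the list alone. The heat shock list of 10 genes fell (camera adjusted p = 0.0344; adjusted p = 0.301 with an estimated correlation), with Bag3 lower by -1.34 and 3 genes lower when adjusted over the list alone, and the call ended without HF replicate 1 or 2 or MAZ1310 replicate 2 or 3.

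Other lists did not differ from the rest of the genes by camera, except for p53 targets under 1 alternative. Of 18 p53 targets, 3 rose and 1 fell (5 and 2 over the list alone; adjusted p = 0.166, and 0.0456, past the threshold, with the brightest probe per gene, the lowest of alternatives that ranged up to 0.397), with Trp53inp1 at 1.39 and Ei24 at -1.12. In the Bcl2 family, 2 of 14 rose and 1 fell (3 and 1 over the list alone; adjusted p = 0.894). In autophagy, 1 of 18 rose (1 over the list alone; adjusted p = 0.894), with Atg12 at 1.31. In hypoxia and glycolysis, 3 of 21 rose and 1 fell (4 and 4 over the list alone; adjusted p = 0.894), with the growth factor Vegfa at 1.78, hexokinase Hk2 at 1.07 and phosphofructokinase Pfkl at -0.94. The calls of Bag3, Trp53inp1, Ei24, Atg12, Vegfa, Hk2 and Pfkl ended without HF replicate 1, and each also without other cultures. Epithelial markers (18 genes, 0 rose and 1 fell, 0 and 1 over the list alone, adjusted p = 0.686) and mesenchymal markers (14 genes, 1 rose and 1 fell, 2 and 1 over the list alone, adjusted p = 0.552) did not shift as lists. Ribosomal proteins (25 genes, adjusted p = 0.714) and the markers of fibroblasts (10 genes, adjusted p = 0.732), blood and endothelial cells (10 genes, adjusted p = 0.611) and adipocytes (6 genes, adjusted p = 0.965) had 0 members past the test, also over the list alone.

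Same-numbered HF and MAZ1310 cultures deviated together for replicates 1 and 3. After the culture mean was taken off, the 9 arrays matched by culture and technical number correlated by 0.344 on average (from 0.138 to 0.555) (exact permutation test over 216 pairings, p = 0.00463), which is consistent with arrays of the same numbers having been run together. An intensity trend left by the normalization is argued against, since the mean correlation of same-numbered cultures was 0.48 before and 0.481 after cyclic loess between arrays. The paper's text gives no run or slide for the arrays, and a biological source shared by same-numbered cultures, such as a common passage, stays open and was not tested.

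Since 6 cultures make 10 splits, no share of splits under 0.05 can be had. The real split gave 504 genes and the highest other split 0, with 1 of the 10 splits as large. At the thresholds of Figure 5 the real split gave 0 genes and the highest other 0, so that all 10 were as large. For gene lists the real split gave 14 and the highest other 8, with 1 of the 10 as large.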
